A study of Mus musculus with 3 samples.

How the data were processed

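Single cells of the nucleus accumbens of Thy1::ChR2 mice were measured in 3 samples of 1 group, all labelled with FLiCRE during stimulation of channelrhodopsin (ChR2), from a coronal dissection of 400 um, per the labels. FLiCRE turns a rise of intracellular calcium that coincides with light into transcription of a reporter. A protease (TEV) frees a transcription factor (tTA), which drives the reporter, here taken to be the mCherry feature. The series holds no unstimulated or unlabelled group, so every comparison was made between cell classes inside the same libraries.

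The authors made the libraries with the 10x Genomics Single Cell 3′ v2 kit, per the labels, and the deposited values are whole UMI counts per gene and cell from Cell Ranger 3.0.0, per the file headers. A UMI is a molecular tag that lets copies of 1 RNA molecule be counted once. The deposited counts are 1 pooled matrix of 28001 features and 11625 cells; 27998 features carry Ensembl mouse IDs and 3 are named mCherry, TEV and tTA. The genome build, the annotation release, the sequences used for the 3 added features and the rule that called cells are not stated, and no coordinates are given for that reason. It is also not stated whether the libraries were thinned to equal depth when they were pooled. The suffix of the cell barcodes (1, 2 or 3) separates 3 libraries, but nothing ties a suffix to a numbered replicate of the labels. The libraries are numbered here by that suffix, and the number is only a name. Libraries 1 to 3 share 13, 7 and 22 barcode sequences in pairs (1 with 2, 1 with 3, 2 with 3).

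Cells with at least 300 genes and at most 20% mitochondrial UMIs were kept (10291 cells). Doublets were scored with Scrublet per library (scanpy 1.11.5, expected rate 0.06). Its automatic threshold marked 64 cells (0.62%) and 0 cells of library 2, so it was judged not to have worked there. After that was seen, the highest scores of each library were removed instead, at 0.8% per 1000 cells: 44, 296 and 28 cells in libraries 1 to 3. The remaining 9923 cells were scaled to 10000 UMIs and log transformed. Per library, 2000 variable genes were scaled, followed by principal components (30, or 20 within neurons), 15 neighbours and Leiden clustering at resolution 1. The construct features, the listed immediate early genes, mitochondrial genes, Xist and Tsix were left out of clustering. Scaling within each library was chosen after the data were seen.

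A cluster counted as neuronal when 3 or more of 6 neuron markers had a UMI in at least 50% of its cells. Other classes were named from marker lists fixed before the data were examined, when at least 3 markers reached a 2-fold level (1.5-fold within neurons, CPM plus 10) over all other cells with a UMI in at least 10% of the cluster. A name also needed 1 of its markers among the 10 leading genes, a rule set after the clusters were seen. Classes are therefore rebuilt names, and clusters that failed stayed unnamed.

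Raw counts were summed per library and class, because cells are not replicates. Sums were compared with the quasi-likelihood test of edgeR 4.0.16, with TMM scaling, filterByExpr, the library as block and Benjamini-Hochberg adjustment at 0.05. The block follows from the design, since both sums of a pair come from 1 library. Settings of the prior were chosen after the results of several combinations had been seen. With the package defaults, mCherry in D1-like over D2-like neurons had an adjusted p of 1.47e-195 (edgeR) although its log2 ratio ranged from 1.76 to 5.31 over libraries, and 50 sets of random neurons with the UMI deciles of the labelled ones gave a mean of 32.7 genes per set against the remaining neurons. With the robust prior and bias-adjusted deviances of edgeR 4 (robust = TRUE, legacy = FALSE) the mean was 2.72, so these settings were used and the defaults are an alternative. The counts of genes in those sets are therefore no independent check of the settings. The chosen settings also gave fewer genes between labelled and unlabelled neurons (8 against 33). For D1-like against D2-like neurons, the fit gave most genes a common spread, so very small adjusted p-values in that fit rest on that assumption. Standard errors are the log2 fold change divided by the square root of F. Neurons with at least 1 mCherry UMI are called labelled, and an arm needed 10 cells in a library. Construct features were left out of the fit that compares labelled with unlabelled neurons. The immediate early gene list of 21 genes was fixed before the data were examined and was also tested as a set with camera (preset correlation 0.01, or estimated) and fry in limma 3.58.1. A list of 22 interferon-response genes was written before the tests were run. Named genes are up to 5 raised and 5 lowered genes with the largest absolute log2 fold change among those with an adjusted p under 0.05 that moved the same way in all 3 libraries, every immediate early gene that passed, and the construct features. Genes that separate neurons from other cells or D1-like from D2-like neurons define those classes and are not reported as results.

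The tests were tried on simulated counts with the real means, library sizes and dispersions and 200 genes changed 2-fold. Of the changed genes, 45.0% were recovered for neurons against non-neuronal cells (12370 genes tested, 14.3% of calls false), 93.5% for D1-like against D2-like neurons (7973 genes, 7.4% false) and 83.5% for labelled against unlabelled neurons (10167 genes, 0% false). Genes were simulated independently, so chance sampling of rare cell types was not modelled. Among the 50 sets of random neurons with the UMI deciles of the labelled ones, 27 gave calls (highest 14 genes). The 0% therefore does not give the rate of false calls in the real comparison.

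Shares of cells carry exact Clopper-Pearson intervals at 95%, which cover counting error only. Shares of cells with a UMI were also taken after thinning each cell to 1000 UMIs and leaving out shallower cells. A share of 0 is given with the limit that 3 counts would set. The deposited depth was 3066390, 16499307 and 7061226 UMIs in libraries 1 to 3. With 3 libraries, an exact two-sided sign-flip test cannot give a p below 0.25. Alternatives were DESeq2 1.42.0, its size factors, no low-count filter, no block, other cell filters, doublets kept, resolution 0.5, each library left out, a threshold of 2 reporter UMIs, other unlabelled arms and neuron class as covariate. The package defaults, the automatic doublet threshold, other cluster naming, no scaling by library, leaving out 5 cells, and depth matching with class as covariate were added after seeing the data. Python 3.11.15, scikit-learn 1.9.0 and R 4.3.3 were used.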

Results

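Single-cell transcriptomes of the mouse nucleus accumbens were collected after FLiCRE labelling during optogenetic stimulation, in 3 libraries of a single group. FLiCRE writes coincident calcium and light into a reporter RNA, so the reporter can be read in the same cell as its transcriptome. The libraries held 2717, 6627 and 2281 deposited cells, with a median of 894, 2019 and 2330 UMIs per cell. After filtering, 2306, 5783 and 1834 cells remained, with 2789355, 14578665 and 6276639 UMIs. All 3 libraries held Xist (3260, 18326 and 8249 UMIs) and 0 UMIs of Ddx3y, Eif2s3y, Uty and Kdm5d.

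The first question was which cells the labelled tissue contained. Neurons made up 49.6% ± 10.2 of cells (SD, n = 3 libraries), from 39.5% to 60% in single libraries. Oligodendrocytes followed with 15.6% ± 4.91, astrocytes with 11.5% ± 2.22, endothelial cells with 5.25% ± 1.75 and microglia with 4.24% ± 1.16. Mural cells (3.21% ± 0.849), oligodendrocyte precursors (2.54% ± 0.4), T cells (1.47% ± 0.515) and fibroblasts (0.679% ± 0.212) were less frequent. A further 5.98% ± 3.64 of cells stayed unnamed. Of these 573 cells, 529 were led by Lyz2, Cd74 and H2-Aa, and 44 by Ccr7 and Ccl22. Naming clusters without a leading marker, a choice made after seeing the data, moved the share of microglia to 9.71%, and keeping only cells of at least 1000 UMIs moved it to 2.48%.

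Within neurons, 28.7% ± 4.83 were D2-like and 21.7% ± 4.53 D1-like (SD, n = 3 libraries). Glutamatergic neurons made up 8.95% ± 2.44, Sst-Npy interneurons 2.14% ± 0.465 and Pvalb interneurons 1.13% ± 0.168. The 8 cholinergic cells all came from library 2; 0 of 912 and 0 of 903 neurons in libraries 1 and 3 allow shares of up to 0.329% and 0.332%. A share of 37.3% ± 5.25 of neurons stayed unnamed, and 243 of these cells formed a cluster that was 96.3% library 2. A D1-like cluster of 451 cells was led by the interferon-response genes Isg15 and Ifit1 beside Tac1. The D1-like share depended on clustering: it was 38.8% at resolution 0.5 and 28.5% when a name needed no marker among the leading genes.

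The second question was where the construct transcripts were found. A UMI of mCherry was detected in 11.7% ± 6.90 of neurons and in 5.67% ± 4.43 of non-neuronal cells (SD, n = 3 libraries). Both shares were highest in library 2 (18.9% and 10.4%), and without it the means were 8.11% and 3.31%. Oligodendrocytes, as a non-neuronal type, gave 4.63% ± 5.14 at a median depth of 1875 UMIs against 2112 UMIs in neurons. Astrocytes, at 1990 UMIs, gave 11.6% ± 5.66, about the share of neurons, and in library 3 their share was above that of neurons (14.5% against 11.1%). TEV was detected in 36.1% ± 14.5 of neurons and 4.54% ± 3.11 of non-neuronal cells, and tTA in 23.9% ± 9.31 and 3.08% ± 2.21. After thinning to 1000 UMIs, which left out 467, 302 and 99 neurons and 706, 651 and 161 non-neuronal cells of libraries 1 to 3, mCherry remained in 6.17% ± 2.60 of neurons and 2.83% ± 1.73 of non-neuronal cells. TEV then remained in 23.2% ± 4.06 of neurons and 2.12% ± 1.5 of non-neuronal cells, and tTA in 14.7% ± 2.07 and 1.49% ± 0.970. Thinning lowered the difference in mCherry shares between neurons and non-neuronal cells from 6.05 to 3.34 percentage points, and the share in neurons was higher in each library. Astrocytes then held mCherry in 4.61% ± 1.47 of cells, and in library 3 in 4.95% against 4.85% of neurons.

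**Figure D1:**
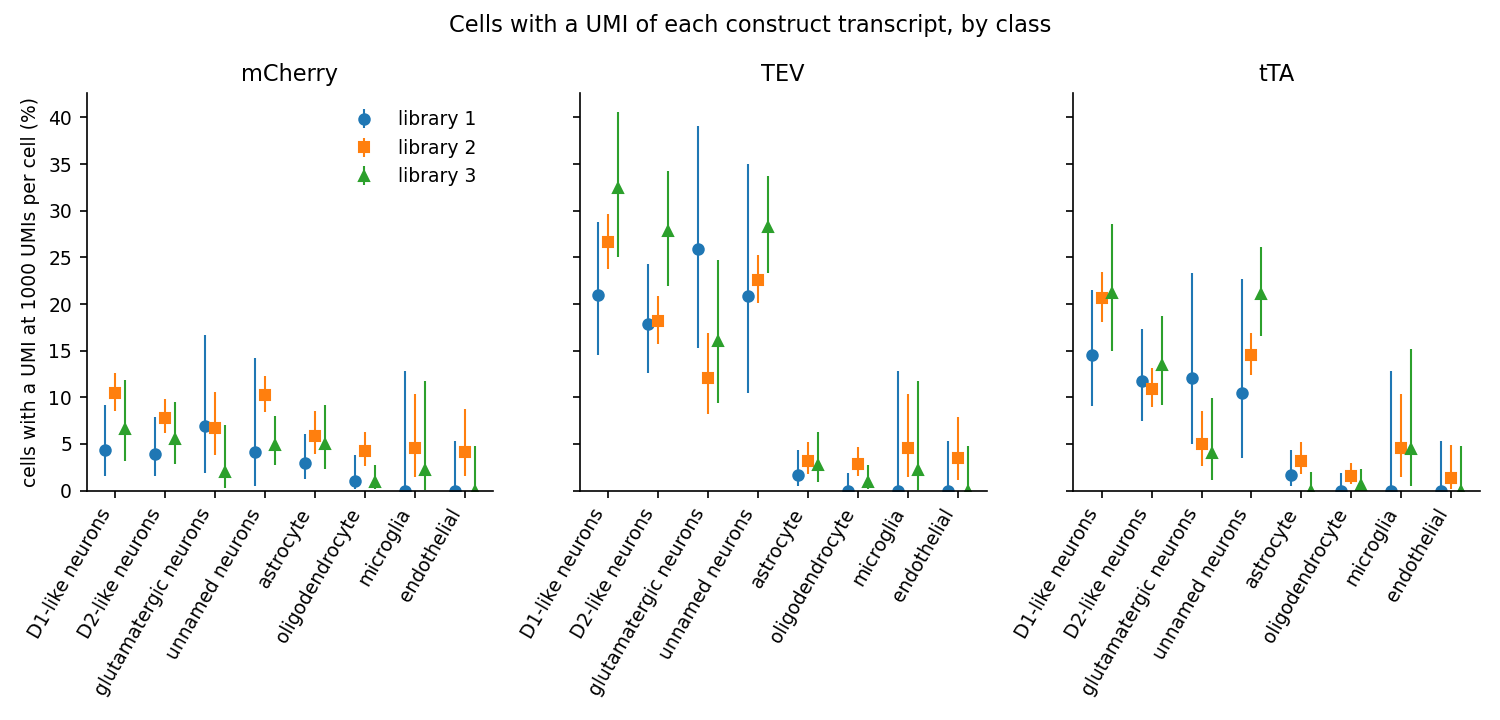
Share of cells with at least 1 UMI of mCherry, TEV or tTA (vertical axis, percent) after thinning every cell to 1000 UMIs, for 8 cell classes (horizontal axis), with 1 marker per library and exact 95% Clopper-Pearson intervals as bars. TEV and tTA separate neuronal from non-neuronal classes more than mCherry does, and astrocytes hold mCherry in 3% to 5.88% of cells.

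The mCherry counts were carried by few cells. Of 3335 mCherry UMIs in neurons, 5 cells held 2114 (63.4%), with 74 to 1029 UMIs each. The next highest neuron held 27 UMIs and the highest non-neuronal cell 12. Among the 803 neurons with mCherry, 611 (76.1%) had a single UMI.

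Summed per library, mCherry reached 236 ± 126 CPM in neurons and 30.5 ± 26.8 CPM in non-neuronal cells (SD, n = 3 libraries). The log2 fold change was 2.66 (SE 0.471, edgeR adjusted p 0.00187), higher in neurons in 3 of 3 libraries. Leaving out the 5 highest cells, an alternative chosen after seeing the data, moved it most, to 0.88 (SE 0.205, edgeR adjusted p 0.00607). Against neurons without these cells, mCherry CPM in astrocytes stood at 57.6%, 76.8% and 94.1% of the neuronal level in libraries 1 to 3. In the other non-neuronal cells it stood at 12.9%, 49.1% and 16.7%. Leaving out each library gave 1.99 to 3.53. TEV (log2 fold change 3.72, SE 0.316, edgeR adjusted p 6.24e-05) and tTA (3.67, SE 0.342, edgeR adjusted p 9.96e-05) were also higher in neurons in 3 of 3 libraries.

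The third question was whether the reporter differed between the main neuron classes. mCherry reached 760 ± 811 CPM in D1-like and 52.7 ± 18.0 CPM in D2-like neurons (SD, n = 3 libraries). The log2 fold change of 2.97 (SE 0.925) was positive in 3 of 3 libraries but did not pass the threshold (edgeR adjusted p 0.528). It passed with DESeq2 (3.29, adjusted p 0.0338), without library 2 (4.81, edgeR adjusted p 5.63e-28) and without library 3 (1.91, edgeR adjusted p 4.57e-11). Without library 2, the remaining libraries stood at 2.99 and 5.31 although the SE was 0.151. These very small p-values therefore do not measure the spread between libraries. Without the 5 highest cells, 4 of them D1-like, the log2 fold change fell to 0.94 (SE 0.133) and passed (edgeR adjusted p 2.05e-10), with single libraries from 0.16 to 1.03. With only cells of at least 1000 UMIs it was 3.43, but positive in 2 of 3 libraries, with -0.15 in the other. Over all alternatives run, the adjusted p of edgeR or DESeq2 ranged from 1.47e-195 to 0.819. TEV (1.14, SE 0.071) and tTA (1.39, SE 0.086) were higher in D1-like neurons in 3 of 3 libraries.

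**Figure D2:**
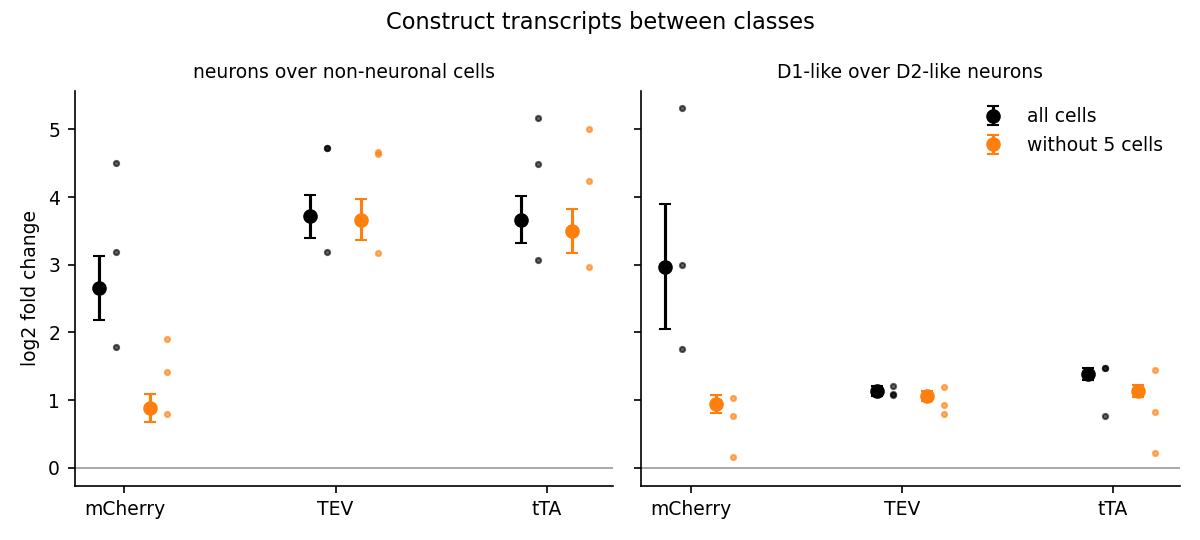
Log2 fold change (vertical axis) of mCherry, TEV and tTA (horizontal axis) for neurons over non-neuronal cells (left) and D1-like over D2-like neurons (right). Large points with bars are the edgeR estimate with its SE, small points are the log2 CPM ratios of the 3 libraries, black is all cells and orange is without the 5 cells of highest mCherry. Without these cells, mCherry falls from 2.66 to 0.88 on the left and from 2.97 to 0.94 on the right.

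The labelled share, meaning neurons with at least 1 mCherry UMI, was 16.6% ± 10.4 in D1-like and 10.4% ± 6.37 in D2-like neurons (SD, n = 3 libraries). It was 5.42%, 26.0% and 18.3% in D1-like neurons of libraries 1 to 3 (exact 95% Clopper-Pearson intervals 2.74% to 9.49%, 23.2% to 29.0% and 12.5% to 25.4%). In D2-like neurons it was 4.52%, 17.2% and 9.46% (intervals 2.49% to 7.46%, 14.8% to 19.7% and 5.95% to 14.1%). The difference of 6.20 ± 4.58 percentage points had the same sign in 3 of 3 libraries (two-sided exact sign-flip p = 0.25, the smallest that 3 libraries allow). Median depths were 1209, 2967 and 3547 UMIs in D1-like and 1095.5, 2740 and 2434.5 UMIs in D2-like neurons. At 1000 UMIs per cell, which left out 65, 0 and 2 D1-like and 131, 54 and 6 D2-like neurons, the difference was 1.38 percentage points. Glutamatergic neurons were labelled at 14.5% ± 2.17 and Sst-Npy interneurons at 16.4% ± 3.76. At 1000 UMIs per cell these shares were 5.19% ± 2.76 and 4.83% ± 5.01, against 5.76% ± 1.96 in D2-like neurons. The Sst-Npy share then rested on 1 of 10, 3 of 67 and 0 of 24 cells in libraries 1 to 3. The differences are smaller than the SDs, so no order of these 3 classes can be given at equal depth.

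The next comparison asked which genes differed between labelled and unlabelled neurons. The libraries held 47, 656 and 100 labelled and 865, 2812 and 803 unlabelled neurons. Labelled neurons were deeper, with medians of 1473, 3214 and 4612 UMIs against 951, 2295 and 2400. Of 10358 genes tested, 8 passed (edgeR adjusted p under 0.05), 7 higher and 1 lower in labelled neurons. This count was 25 without library 1 and 0 without library 2 or without library 3 (edgeR, 303 and 176 genes at an unadjusted p under 0.05). In those smaller fits the 8 genes kept their sign wherever they were tested (7 of 7 without library 2 and 8 of 8 without library 3). 3110035E14Rik, for example, was 1.77 without library 2 and 1.63 without library 3 (edgeR adjusted p 0.933 and 0.990), so the calls lost by leaving out a library do not show smaller effects. DESeq2 called 6 genes on all libraries. The largest increases that moved the same way in 3 of 3 libraries were 3110035E14Rik (ENSMUSG00000067879; log2 fold change 1.72, SE 0.150, edgeR adjusted p 0.000248), Neurod6 (ENSMUSG00000037984; 1.61, SE 0.24, p 0.0220), Nov (ENSMUSG00000037362; 1.55, SE 0.249, p 0.0326), Sst (ENSMUSG00000004366; 1.30, SE 0.157, p 0.00465) and Cck (ENSMUSG00000032532; 1.14, SE 0.125, p 0.00207). Sst, for example, reached 1187 ± 360 CPM in labelled and 416 ± 123 CPM in unlabelled neurons (SD, n = 3 libraries). Sp9 (ENSMUSG00000068859) was lower, at 17.8 ± 4.18 CPM against 43.4 ± 7.79 CPM (log2 fold change -1.11, SE 0.178, edgeR adjusted p 0.0318). The remaining 2 genes, Npy and Iigp1, moved the same way in only 2 of 3 libraries. They fall outside the naming rule and were named after their values were seen. With unlabelled neurons matched on UMIs, 1 gene passed and it was none of these 8. Matching lowered the log2 fold change of 3110035E14Rik to 0.87 (SE 0.204), Nov to 0.73 (SE 0.332), Neurod6 to 0.48 (SE 0.321) and Cck to 0.28 (SE 0.203). Sp9 stood at -0.93 (SE 0.289) and Sst at 1.69 with a wide SE of 1.12.

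Immediate early genes, which are switched on within minutes of neuronal activity, were read in the same fit to ask whether labelled cells carried a recent activity signal. Stress from dissociation also acts on these genes, and the series holds no unstimulated group. The list therefore cannot decide whether labelled cells were active during stimulation, whichever way it moves. Of 21 listed genes, 20 were tested and 0 passed over all genes, with edgeR as with DESeq2. That 0 became 1 without library 1 (Nr4a2, edgeR adjusted p 0.0350), 1 with no low-count filter (Nr4a2, edgeR adjusted p 0.00704) and 2 with the package-default prior (Nr4a2 and Jun). At an unadjusted p under 0.05 there were 5 with edgeR and 1 with DESeq2. With p-values adjusted over the list alone, 2 passed: Nr4a2 (log2 fold change 1.37, SE 0.279, edgeR adjusted p 0.00540) and Jun (0.54, SE 0.142, edgeR adjusted p 0.0213), each higher in labelled neurons in 3 of 3 libraries. That count was 5 without library 1, 3 of them lower in labelled neurons, 3 without library 2, 2 of them lower, and 0 without library 3. Nr4a2 was also among the leading genes of a glutamatergic cluster, and its log2 fold change was 0.19 (SE 0.34) against unlabelled neurons matched on UMIs. Jun was 0.73 (SE 0.207) there. The list's median log2 fold change was -0.11 and its mean -0.058, and 15 of the 20 genes were lower. Without library 3 the median was 0.059. camera gave p = 0.0231 by a model over all genes with its preset correlation (limma), which did not hold with an estimated correlation (0.516) or under fry (0.629). With neuron class as covariate, where 12 of the listed genes were tested and 10 were lower, camera gave 0.000216 with its preset correlation and 0.0376 with an estimated correlation, and fry gave 0.0251. That fit used 24 sums from the 3 libraries. With UMI matching added, a fit chosen after seeing the data, 7 listed genes were tested and 2 were higher. There camera gave 0.00863 with its preset correlation, which did not hold with an estimated correlation (0.0930) or under fry (0.107).

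As background, the same list was compared between neurons and non-neuronal cells. Of 20 genes tested, 16 passed over all genes and 16 when adjusted over the list alone (edgeR), 9 higher and 7 lower in neurons. Higher in neurons were Homer1 (log2 fold change 3.30), Egr4 (3.22), Npas4 (2.98), Egr1 (2.97), Arc (2.40), Nr4a3 (2.35), Egr2 (2.20), Nr4a1 (1.30) and Bdnf (1.03), each in 3 of 3 libraries, with edgeR adjusted p from 7.38e-05 to 0.0142. Lower in neurons in 3 of 3 libraries were Fos (-2.40), Ier2 (-2.18), Jun (-1.89), Btg2 (-1.62) and Dusp1 (-1.31), with edgeR adjusted p from 8.12e-05 to 0.000930. Jund (-0.70, edgeR adjusted p 0.0224) and Junb (-0.65, edgeR adjusted p 0.0460) passed with the same sign of CPM in 2 of 3 libraries. Egr1 reached 518 ± 115 CPM in neurons against 54.0 ± 30.4 CPM in non-neuronal cells, whereas Fos reached 57.3 ± 39.0 against 199 ± 29.9 CPM (SD, n = 3 libraries). The number of genes passing ranged from 13 to 16 over all alternatives run.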

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

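The package-default prior, the automatic doublet threshold, the other naming and scaling rules, the fits without 5 cells, and depth matching combined with class were chosen after seeing the data. The others were fixed before the data were examined.

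The share of neurons (44.4% to 54.6%), the count of immediate early genes that differ between neurons and non-neuronal cells (13 to 16), and mCherry in neurons over non-neuronal cells (log2 fold change 0.88 to 3.53) kept their direction and side of the threshold under every alternative run. The mCherry contrast pools all non-neuronal cells. Without the 5 cells of highest mCherry, astrocytes alone were at 57.6% to 94.1% of the neuronal level. Thinning to 1000 UMIs lowered the difference in mCherry detection between neurons and non-neuronal cells to 3.34 percentage points and that in labelled share between D1-like and D2-like neurons to 1.38; both remained positive. Labelled neurons are deeper, so unthinned shares carry depth.

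The fitted log2 fold change of mCherry in D1-like over D2-like neurons was positive under every alternative run, but with cells of at least 1000 UMIs 1 of 3 libraries was at -0.15. It passed the threshold with DESeq2 (3.29), without the 5 cells of highest mCherry (0.94) and with the package-default prior (2.97), and ranged from 1.91 to 4.81 when each library was left out. The default prior gave an adjusted p of 1.47e-195 although single libraries ranged from 1.76 to 5.31, and over the alternatives the adjusted p ran up to 0.819.

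The number of genes that differ between labelled and unlabelled neurons changed under the following alternatives. It was 22 with no low-count filter (17676 genes tested), 33 with the package-default prior, 4 against unlabelled neurons with TEV or tTA, 1 against unlabelled neurons matched on UMIs, and 0 with at least 2 reporter UMIs (edgeR, 618 at an unadjusted p under 0.05), which left 2 libraries. With neuron class as covariate it was 0 (edgeR, 408 at an unadjusted p under 0.05), and 0 again with UMI matching added (92), but none of the 8 genes was abundant enough to be tested there. With no replicate block it was 0 (92 genes at an unadjusted p under 0.05, edgeR). Leaving out each library gave 0 to 25. Of the 8 genes, 7 were shared without library 1 and 4 were shared by DESeq2, which called 6. Sst reversed to -0.68 with at least 2 reporter UMIs.

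The number of immediate early genes that passed over the list alone was 4 with no low-count filter (2 lower in labelled neurons), 5 with the package-default prior (3 lower), 1 with DESeq2, 1 against unlabelled neurons with TEV or tTA, and 1 against those matched on UMIs. It was 0 with no replicate block, with at least 2 reporter UMIs, and with UMI matching and class as covariate together, and 0 to 5 when each library was left out. With neuron class as covariate it was 3, of which 2 were lower. The list's median log2 fold change ranged from -0.37 to 0.059 when each library was left out and was 0.026 with at least 2 reporter UMIs. The cause of these changes was not tested. With no replicate block, mCherry was 2.54 in neurons over non-neuronal cells and 3.75 in D1-like over D2-like neurons, and 13 immediate early genes differed between neurons and non-neuronal cells, with no call of mCherry changed. Of 362 alternatives of other values, 285 kept direction and call, 54 lost their call, 1 gained it, 19 moved and 3 reversed.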

Other observations

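The tests of random neurons, of other splits for the gene count in labelled neurons, and of interferon genes in neurons with TEV or tTA were written before their results were seen. The edgeR settings under which the random neurons are reported were chosen after those draws had been seen under the package defaults, so their counts are no independent check. The tests on astrocytes, on mCherry, TEV and tTA outside neurons, on D1-like neurons and on Npy, Cck and Sst singly, and the other counts of splits, were chosen only after the result was seen. The study has 1 group, so no biological explanation was tested against a control.

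Random neurons were put in place of the labelled ones to ask whether depth or cluster mix may produce the 8 genes that differ between labelled and unlabelled neurons. With random neurons of the same UMI deciles, 7 of 50 draws gave at least 8 genes (median 1, highest 14), so depth with chance sampling of rare cell types cannot be told apart from labelling by this count. With random neurons of the same clusters and UMI quartiles, no draw gave more than 3 genes, which argues against the cluster mix as the whole source of the count. With the package defaults, where the real count was 33, 23 of 50 draws by UMI decile gave at least as many (median 29, highest 95), and draws by cluster reached at most 16 (median 8). For single genes it stays open. Of the 8 genes, 3110035E14Rik, Cck, Neurod6 and Nov were among the leading genes of a glutamatergic cluster, and Sst and Npy of the Sst-Npy cluster. When all cells were clustered, Sp9 was among the leading genes of a neuronal cluster led by Adora2a and Penk. Iigp1 was among those of a neuronal cluster of 36 cells led by Ifit1, all from library 2. The real log2 fold change was reached in 16 of 50 such draws for Npy, 9 for Cck and 6 for Sst, so the neuron cluster mix cannot be told apart from labelling for these 3 genes. It was reached in 2 draws for Neurod6, 1 for 3110035E14Rik and 0 for Nov, Sp9 and Iigp1. Part of the fold changes was present on average: Cck averaged 0.87 against 1.14 in the labelled neurons, and 3110035E14Rik averaged 0.79 against 1.72. Of the 10 splits of the 6 sums, 3 gave at least 8 genes, the real one included. The other 2 gave 12 genes each and part only 1 of the 3 library pairs. With the library as block, both compare the real arms within that 1 library. They are therefore no null splits, and 3 of 10 is no chance rate. Among the 4 splits that part all 3 pairs, the real one gave 8 genes and the others 0, 0 and 1. A share under 0.1 is not possible with 10 splits, nor one under 0.25 with the 4 that part all pairs.

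For the immediate early genes in labelled neurons, 3 of the 10 splits gave as many genes over the list alone: the real one with 2, and a pair that gave 6 each and part only 1 of the 3 library pairs. That pair of splits also compares the real arms within 1 library, so it is no null either. For mCherry in neurons over non-neuronal cells 1 of 10 splits gave a p-value as small, for mCherry in D1-like over D2-like neurons 1 of 10, and for the immediate early genes in neurons over non-neuronal cells 1 of 10, in each case the real one alone. Both sums of a pair come from 1 library, so only the 4 splits that part all 3 pairs are comparable, and the real one was alone among these 4 for each of these results and for the immediate early genes in labelled neurons. Whether labelled and unlabelled neurons differ by other amounts in D1-like than in D2-like neurons was tested with an interaction term. It gave 0 genes of 6549 (edgeR, 262 at an unadjusted p under 0.05), and no other tool was run for single genes. Of 5 listed interferon-response genes tested there, 4 had a positive term and 2 passed over the list alone. For that list camera gave 0.000720 with its preset correlation and 0.0223 with an estimated correlation, and fry gave 0.0252 (limma). The interaction fit used 12 sums from the 3 libraries, and sums of 1 library are not independent replicates. The D1-like class also holds the cluster led by Isg15 and Ifit1, so the cluster mix within that class was not separated from labelling. Of 14 immediate early genes tested, 2 passed over the list alone, and camera gave 0.957 and fry 0.993.

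Astrocytes held more mCherry than the other non-neuronal cells. mCherry reached 50.9 ± 27.7 CPM in astrocytes and 22.1 ± 26.3 CPM in other non-neuronal cells (SD, n = 3 libraries), a log2 fold change of 1.62 (SE 0.331, edgeR adjusted p 0.000248), higher in 3 of 3 libraries. TEV (0.44, edgeR adjusted p 0.283) and tTA (0.48, edgeR adjusted p 0.316) did not pass, each higher in 2 of 3 libraries; whether they differ from mCherry in this was not tested. Free RNA would raise the classes alike, which argues against it as the whole source. Neurons caught in the same droplet are argued against by the 6 neuron markers: astrocytes with mCherry held them at 5.32% ± 6.60 of the neuronal level and astrocytes without mCherry at 5.15% ± 5.45. Depth is argued against as the whole source by the CPM difference, which is scaled for depth, and by a mean excess of 2.45 percentage points at 1000 UMIs per cell. That excess was positive in 3 of 3 libraries (1.46 to 3.75), although the 95% intervals overlapped in each. A candidate explanation that stays open is reporter transcription in astrocytes that does not need the calcium- and light-dependent step, which was not tested.

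TEV and tTA outside neurons and astrocytes may be free RNA. In the other non-neuronal cells, TEV stood at 5.94% ± 4.56 and tTA at 5.74% ± 4.73 of the neuronal level (SD, n = 3 libraries), and the 6 neuron markers at 6.38% ± 6.14. In single libraries the construct percentages were 0.70 to 1.58 times the marker percentage, inside the limit of 2 set for the test. For mCherry the same test does not decide. It stood at 10.7% ± 12.3 of the neuronal level, 0.58 to 2.29 times the marker percentage, and at 3.65 to 5.60 times when the 5 cells of highest mCherry were left out of the neuronal level, which is past the limit in each library. Free RNA as the source of mCherry in these cells therefore stays open. This background was uneven: the neuron markers reached 2.31%, 13.4% and 3.39% of the neuronal level in libraries 1 to 3. If free RNA holds mCherry too, a single mCherry UMI may be weaker evidence of labelling in library 2, which holds 656 of the 803 labelled neurons.

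The higher mCherry level in D1-like neurons was tested against 2 explanations. Leaving out the 5 cells of highest mCherry brought the log2 fold change from 2.97 to 0.94, so they carry most of its size, but a positive difference remained in 3 of 3 libraries (0.16 to 1.03). Its small edgeR adjusted p of 2.05e-10 rests on a spread shared by most genes, and with 3 libraries an exact test cannot go below 0.25. The lowest percentiles of these 5 cells among neurons were 97.6 for TEV and 99.4 for tTA. More construct RNA in D1-like neurons fits the rest: without the 5 cells TEV (1.06) and tTA (1.13) differed by as much as mCherry, and mCherry minus their mean was -0.16 on the log2 scale. With all cells, mCherry (2.97) differed by more than TEV (1.14) and tTA (1.39), so this match covers only what is left without the 5 cells. These cells were picked by their mCherry, so the match cannot decide for the whole difference. For the part that is left, uptake or expression of the constructs may be the source, and that part says little about calcium.

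Interferon-response genes led a D1-like cluster, and a hypothesis written beforehand was that neurons bearing the constructs raise them. In neurons with a TEV or tTA UMI against neurons with neither, 17 of 22 listed genes were tested, with a median log2 fold change of -0.016 and a mean of 0.053. Because 6 genes were higher and the others lower, this list does not decide. By models over all genes (limma), camera gave p = 0.884 with its preset correlation and 0.95 with an estimated correlation, and fry gave 0.957. Of the 17 genes, 2 passed over all genes, both higher in neurons with a TEV or tTA UMI: Isg15 (0.68, edgeR adjusted p 0.00601) and Ifit1 (0.72, edgeR adjusted p 0.0408), named after their values were seen. Both lead the D1-like cluster, and D1-like neurons held more TEV and tTA, so class and constructs were not separated here. The same list was lower in neurons than in non-neuronal cells for 22 of 22 genes. In labelled against unlabelled neurons, 1 of 21 tested passed over all genes and 6 adjusted over the list alone (edgeR), and camera's p of 0.000190 did not hold with an estimated correlation (0.295) or under fry (0.427). With UMI matching and neuron class as covariate (20 sums from the 3 libraries), 4 listed genes were tested and 4 were higher. The p-values were 0.0115 (camera, estimated correlation) and 0.0437 (fry), in a fit chosen after seeing the data. With class as covariate alone (6 of 6 tested higher) these were 0.0566 and 0.184, and with UMI matching alone (10 of 10 higher) 0.264 and 0.351.

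Drd2, a fixed marker of D2-like neurons, had 16 UMIs over all deposited cells, against 4235 for Drd1, 3785 for Adora2a and 42104 for Penk. D2-like names therefore rest on the other markers, and the reason for the low Drd2 count was not tested.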
